A study of Mus musculus with 11 samples.

How the data were processed

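Muscle stem cells (MuSCs) of Tg:Pax7-nGFP mice of the strain C57BL/6 were isolated from pectoral, forelimb and hindlimb muscles, per the labels. For T0, whole muscles were fixed in 0.5% paraformaldehyde for 1 h at 4°C, and for T3, cells sorted by FACS were fixed in 0.5% paraformaldehyde for 30 min on ice. For T5, the labels' protocol states that dissected muscles stood in DMEM at 37°C for 2 h before the cells were isolated and fixed like those of T3. The series description instead places the 2 h after the isolation, so what the T5 cells met during that time is not settled. RNA was extracted with a kit for formalin-fixed tissue (RecoverAll) and made into directional libraries (SMARTer Stranded Total RNA-Seq, Pico Input), which were sequenced on a HiSeq as 65-bp single-end reads.

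The authors deposited 1 table of raw counts of reads per gene, with 48709 genes and 11 libraries, and the values are whole numbers with totals of 49078859 to 102347035. The submitters' processing notes name STAR 2.5.0a, featureCounts 1.4.6-p3, R 3.3.1 and DESeq2 1.12.3 with the genome build GRCm38, but not the annotation release, the strand setting or any filter. Gene IDs were matched to GENCODE vM21 (GRCm38), ignoring version numbers, and 48349 had an entry and 360 had none. The coordinates given are those of that annotation. The counts hold reads of introns and of both strands: Tsix, which covers Xist on the other strand, had 1.004 to 1.014 times the count of Xist in each library. Of 2684 expressed genes that lie fully inside a gene on the other strand, 2677 had a host with at least as high a count. The slope of log2 count on log2 length was 1.129 for exonic and 0.2521 for intronic length. Genes that overlap another gene, and near-identical copies, are therefore uncertain. Whether transcripts of the transgene add to the count of Pax7 could not be determined. The 37 mitochondrial genes of the table stood at 0 in each library, so a list of 15 mitochondrially encoded genes fixed beforehand could not be tested.

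Columns were assigned to groups by their names. The column numbers could not be matched to the letters of the sample titles within T0 and T3, and the replicates are therefore named by column number. T5 libraries with the same letter were added up, because the titles do not say whether they share cells or animals, which left T5 with 2 replicates, A and B. In 1757 genes of receptor and defensin families that are silent in muscle the mean background was 0.0151 to 0.0296 CPM per kb in T0, 0.0192 to 0.0271 in T3 and 0.0224 to 0.0368 in T5.

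Changes were tested with edgeR 4.0.16 (R 4.3.3) by its quasi-likelihood F test, two-sided, with TMM scaling, its filter on low counts (filterByExpr with the group), all 3 groups in 1 fit and no covariate. The filter left 31999 genes. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, and the standard error is the log2 fold change divided by the root of F. CPM values are counts scaled to TMM-corrected library sizes. Counts of 31236 genes were simulated, with 100 to 225 changed by each fold. For T3 against T0 edgeR recovered 60% of 2-fold and 98% of 4-fold changes. It recovered 46.22% and 99% for T5 against T3, and 20% and 99% for T5 against T0. Of its calls 5.978, 8.207 and 8.462% were false. Recovery may differ in the data, where more genes were called.

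The test, the gene lists, the rule for named genes and most alternatives were chosen before the data were examined. There were 20 gene lists besides the mitochondrial one: immediate early and AP-1, heat shock and chaperone, satellite cell quiescence, Notch pathway, myogenic regulator and commitment, cell cycle, NF-kB and cytokine, ATF4 and unfolded protein response, p53 target, ribosome biogenesis, cytosolic ribosomal protein, oxidative phosphorylation, glycolysis, hypoxia response, TGF-beta and BMP response, MAPK feedback and growth factor response, extracellular matrix and basal lamina, MYC and translation factor, mRNA decay and splicing factor, and chromatin regulator genes. A further 9 lists held markers of other cells: myofibre, endothelial, fibro-adipogenic progenitor and fibroblast, monocyte and macrophage, pericyte and smooth muscle, Schwann cell, erythroid, neutrophil and lymphocyte markers. Each list was set against all other genes with camera (limma 3.58.1, preset correlation of 0.01), with p adjusted over 29 lists and 3 contrasts together (87 tests). Camera with an estimated correlation and fry, which asks whether the genes of a list move on balance one way, were run beside it and adjusted likewise.

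Genes are named by a rule. For each contrast it takes the 10 highest and the 10 lowest log2 fold changes among called genes with a mean log2 CPM of at least 4, a symbol other than a predicted gene, ribosomal protein or pseudogene symbol, and each replicate of one group above each of the other. It adds up to 4 members with the smallest p in each list, and any called member that goes against the majority of its list. It also adds Pax7, Myf5, Myod1, Myog, Spry1, Calcr, Cd34, Fos, Jun, Egr1, Myc, Hes1, Heyl and Cdkn1a whatever their result. Results for a few genes are not reported here, not each gene the rule allows is printed, and the few genes outside it are said to have been chosen after the values were seen.

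For overlaps of calls, the count of independent lists is the product of the 2 counts of calls over the genes tested, per direction. Unchanged groups were simulated 20 times against the same libraries, and T3 was split into 2 libraries for each contrast in 6 ways. Alternatives changed 1 choice at a time: library totals alone, DESeq2 size factors or upper quartile factors for the scaling, DESeq2 1.42.0 or limma voom for the test, no filter on low counts or a stricter one, and a block for the replicate number. Others were only the 2 groups compared, T5 as 4 replicates, protein-coding genes only, offsets for GC content and exonic length (also with the block), each replicate left out, and thresholds of 2-fold or of an adjusted p of 0.01. After the data were seen, 5 more were added: T5 libraries added up by number, offsets for GC content and the whole span of the gene, genes without an overlapping gene, genes at least 10 times above background, and the background subtracted. Also chosen then were 6 further lists: glucocorticoid target, interferon-inducible, cholesterol biosynthesis, circadian clock, NRF2 target and autophagy genes.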

Results

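Gene expression was measured by RNA sequencing of muscle stem cells (satellite cells) from mice that carry a nuclear green fluorescent protein under the control of Pax7, the transcription factor that marks these cells. The 3 groups differed in what had happened to the cells before paraformaldehyde fixed their RNA. T0 cells were fixed in situ, within the muscle, before any dissociation of the tissue. T3 cells went through a standard isolation and were then fixed. T5 cells had a further 2 h at 37°C besides the isolation. The comparison of T3 with T0 asks what changed with the isolation. Fixation differed too, of whole muscle in T0 and of sorted cells in T3, and cannot be separated from it. The comparison of T5 with T3 asks what the added 2 h did, and that of T5 with T0 takes both steps together.

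T0 had 3 libraries, T3 had 4 and T5 had 4. The T5 titles give a letter and a numeral, so the libraries that shared a letter were added up, which left n = 3, n = 4 and n = 2. The total count ran from 49078859 to 67251946 in the T0 libraries, from 52632553 to 72638711 in T3 and from 61837170 to 102347035 in T5. Transcripts from ribosomal RNA loci took 2.7 to 17.1% of the counts in T0, 5.33 to 10.8% in T3 and 10.8 to 18.8% in T5. Nothing in the labels says that the libraries of a group came from separate animals, so the p-values measure the spread between these samples, which may be technical. The first principal component of log2 CPM held 55% of the variance. It placed the T0 libraries at −170, −133 and −88.9 and the T3 and T5 libraries between 32.5 and 64.7. Levels are given in CPM, counts scaled to library size, as mean ± SD over these replicates, and changes as log2 fold changes ± SE from edgeR's quasi-likelihood test, with p-values adjusted by Benjamini-Hochberg over the 31999 genes tested.

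Isolation was accompanied by a fall of Pax7 and by a rise of early response genes. Pax7 itself (ENSMUSG00000028736.13, chromosome 4, 139737062 to 139833528, GRCm38) fell from 3613 ± 719 CPM in T0 (n = 3) to 315 ± 64.7 CPM in T3 (n = 4), a log2 fold change of −3.52 ± 0.24 (adjusted p = 3.01e-10). The chemokine gene Cxcl1 (ENSMUSG00000029380.11, chromosome 5, 90891241 to 90893115) rose from 0.665 ± 0.0582 to 119 ± 18.5 CPM, a 179-fold change (log2 7.48 ± 0.29, adjusted p = 1.34e-13). Fosl1 (ENSMUSG00000024912.5, chromosome 19, 5447547 to 5455946), which encodes a subunit of the AP-1 transcription factor, rose from 2.5 ± 0.675 to 353 ± 84.2 CPM. Myod1 (ENSMUSG00000009471.4, chromosome 7, 46376474 to 46379099), the myogenic determination factor, rose from 23.4 ± 6.25 to 272 ± 104 CPM (log2 3.54 ± 0.29, adjusted p = 3.95e-09). Of the 31999 genes, 4807 were higher and 7332 were lower in T3 than in T0, so that 60.4% of the calls were lower. With upper quartile factors in place of TMM the counts were 7159 and 5798, or 44.7% lower, and the median log2 fold change of all genes moved from 0.05 to 0.32. The number of lower against higher genes therefore rests on the scaling, while no called gene named here changed direction under any of the scalings.

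Beside Cxcl1 and Fosl1, the genes with the largest increases among well expressed genes were Fosb, another AP-1 subunit, at 110-fold, and Hmox1, which encodes heme oxygenase, at 90.9-fold. Emp1, an epithelial membrane protein gene, rose 74.2-fold, Ier5, an immediate early gene, 69.6-fold and Tnfrsf12a, the receptor of the cytokine TWEAK, 55.4-fold. Among the largest decreases were Nctc1, a noncoding transcript that fell from 90 ± 32.9 to 4.25 ± 1.6 CPM (log2 −4.41 ± 0.29), and Zbtb16, a transcriptional repressor gene that fell from 1258 ± 827 to 92.4 ± 48.5 CPM (log2 −3.77 ± 0.41). Others were H1f0, a linker histone gene (log2 −3.50 ± 0.26), Clmn, which encodes calmin (log2 −3.39 ± 0.27), and Sspn, which encodes sarcospan of the dystrophin complex (log2 −3.33 ± 0.22). The adjusted p of these 10 genes ran from 1.37e-12 (Tnfrsf12a) to 1.36e-07 (Zbtb16). Fgl2 and Csrnp1 also stood among the 10 highest changes, at 57.4-fold and 49.2-fold. Both are uncertain, because Fgl2 lies within Ccdc146 and Csrnp1 overlaps Cx3cr1, and the deposited counts do not separate overlapping genes. For the same reason Cav1 (Gm15581), Ccnd1 (LTO1), Cd34 (Gm16897), Notch3 (Gm17276), Nrarp (Gm38287), Maml1 (Gm26542), Jun (Junos), Tia1 (Gm44790), Pfkm (Senp1), Tgfb3 (Ttll5) and Adm (Gm28863) are uncertain wherever named. So are Atp2a1 (Rabep2), Tnnt3 (Prr33), Mb (Apol6), Csf1r (Hmgxb3), Dpt (Gm32569), Alas2 (Apex2), Ankrd37 (Ufsp2), Ndufa4l2 (Shmt2), Hspa1a (Gm20481) and Hsp90b1 (Gm15344).

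Of 28 satellite cell quiescence genes, 14 fell and 5 rose, and 7 and 14 passed as higher and lower when adjusted over the list alone. Next to Pax7, the signalling inhibitor Spry1 (ENSMUSG00000037211.12, chromosome 3, 37639947 to 37644598) fell from 230 ± 91.9 to 47.1 ± 7.18 CPM (log2 −2.29 ± 0.24, adjusted p = 8.41e-08). The calcitonin receptor gene Calcr, which helps to keep these cells quiescent, fell from 401 ± 93.3 to 122 ± 21.8 CPM (log2 −1.71 ± 0.22, adjusted p = 1.09e-06). Cd34, a surface marker of the cells, fell with a log2 fold change of −1.57 ± 0.23 (adjusted p = 8.36e-06). The 5 members that rose were Fgl2, Sdc4 (syndecan 4, log2 2.65 ± 0.28), Cav1 (caveolin 1, log2 1.60 ± 0.21), Vgll2 (log2 1.06 ± 0.22) and Vcam1 (log2 0.60 ± 0.22, adjusted p = 0.0358; 0.145 without T3 replicate 2, 0.0787 without T0 replicate 2). The list as a whole was not called by camera (adjusted p = 0.081, median log2 −0.73), and was called lower without T0 replicate 2 (adjusted p = 0.0482) or T0 replicate 3 (adjusted p = 0.0112).

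Notch pathway genes, which maintain quiescence, were lower on balance. Of 20 members 10 fell and 3 rose, over all genes and adjusted over the list alone. Heyl (ENSMUSG00000032744.4, chromosome 4, 123233556 to 123249875), a Notch target, fell from 465 ± 153 to 54.9 ± 13 CPM (log2 −3.08 ± 0.25, adjusted p = 2.91e-09), and Hes1, another target, fell from 18 ± 4.04 to 3.49 ± 0.684 CPM (log2 −2.37 ± 0.23, adjusted p = 2.22e-08). The ligand gene Dll4 rose from 2 ± 0.775 to 7.71 ± 0.67 CPM (log2 1.93 ± 0.25), as did Maml1 (log2 1.02 ± 0.22) and Nrarp (log2 1.29 ± 0.30). The list test gave an adjusted p of 0.029, and an adjusted p = 0.751 with an estimated correlation. The call was lost without T0 replicate 1 (adjusted p = 0.0612), T0 replicate 3 (0.0558) or T3 replicate 1 (0.068), and with upper quartile factors (0.0625).

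The myogenic list held changes in both directions, with 9 of 20 members higher and 6 lower, also adjusted over the list alone (adjusted p = 0.431). Met, the receptor of hepatocyte growth factor, rose from 104 ± 18.6 to 333 ± 41.9 CPM (log2 1.68 ± 0.22). Megf10 fell from 570 ± 119 to 258 ± 11.2 CPM (log2 −1.14 ± 0.20), and Myf6 and Myog, both of late differentiation, fell at low levels, Myog from 1.84 ± 0.371 to 0.496 ± 0.305 CPM (log2 −1.87 ± 0.36). Myf5 stood at 110 ± 26 CPM in T0 and 100 ± 9.13 CPM in T3 (log2 −0.13 ± 0.20, adjusted p = 0.662). Among 28 cell cycle genes 9 rose and 4 fell, with 9 and 5 adjusted over the list alone (adjusted p = 0.361). Ccnd3, a cyclin D gene, fell from 283 ± 103 to 35.2 ± 6.74 CPM (log2 −3.00 ± 0.25), as did Ccnd1, Mcm2 and Cdk1, while Pcna rose (log2 1.98 ± 0.25) and Ccnb2 rose (log2 1.66 ± 0.24). Mcm2 was not called with upper quartile factors (adjusted p = 0.107), a block for the replicate number (0.0682) or that block and offsets for GC content and length (0.121). The cell cycle inhibitor Cdkn1a rose from 6.98 ± 3.11 to 74 ± 20.2 CPM (log2 3.41 ± 0.30, adjusted p = 9.56e-09). Cdk1 (adjusted p = 0.053) lost the call without T0 replicate 2.

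Early response genes rose nearly throughout. Of 30 immediate early and AP-1 genes 27 rose and none fell, over all genes and adjusted over the list alone (adjusted p = 9.31e-45; 0.103 with an estimated correlation). Fos rose from 5.04 ± 0.816 to 189 ± 69.7 CPM, Egr1 from 19.3 ± 5.77 to 522 ± 86.9 CPM and Myc from 43.4 ± 24.8 to 490 ± 36.6 CPM, with log2 fold changes of 5.23 ± 0.31, 4.76 ± 0.28 and 3.50 ± 0.34. Jun rose less, from 48.7 ± 25.9 to 112 ± 31.9 CPM (log2 1.21 ± 0.29, adjusted p = 0.00146). The 23 tested NF-kB and cytokine genes all rose, in both counts (adjusted p = 1.8e-22; 0.103 with an estimated correlation). Il6 went from 0.366 ± 0.131 to 5.03 ± 1.75 CPM (log2 3.74 ± 0.33) and the adhesion molecule gene Icam1 from 1.31 ± 0.703 to 16 ± 4.06 CPM (log2 3.58 ± 0.32). In the list of MAPK feedback and growth factor response genes 16 of 20 rose and 3 fell, 17 and 3 adjusted over the list alone (adjusted p = 6.74e-13; 0.149 with an estimated correlation). Hbegf, a ligand of the EGF receptor, rose 22.4-fold and Plaur, the urokinase receptor, 30.2-fold, while Spred2, Etv5 and Dusp8 fell, with log2 fold changes of −1.51 ± 0.22, −1.32 ± 0.21 and −0.94 ± 0.26. Dusp8 lost its call without T0 replicate 1 (adjusted p = 0.0635).

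Stress response genes were higher as well. Of 20 heat shock and chaperone genes 16 rose and none fell, 17 adjusted over the list alone (adjusted p = 3.13e-10; 0.306 with an estimated correlation). Bag3, a co-chaperone gene, rose from 61.8 ± 16.4 to 363 ± 59 CPM and Hsp90aa1 from 24.3 ± 9.68 to 186 ± 40.3 CPM. Of 22 ATF4 and unfolded protein response genes 14 rose and 2 fell, with 3 lower adjusted over the list alone (adjusted p = 2.78e-10; 0.137 with an estimated correlation). Hspa5 (ENSMUSG00000026864.13, chromosome 2, 34771970 to 34777547), the main chaperone of the endoplasmic reticulum, rose from 88.7 ± 7.56 to 536 ± 104 CPM (log2 2.60 ± 0.23), and Gadd45b rose 30.1-fold. The cystine transporter gene Slc7a11 fell from 703 ± 258 to 221 ± 31.3 CPM (log2 −1.67 ± 0.24), as did the disulfide isomerase gene Pdia4 (log2 −0.96 ± 0.21). Of 18 p53 targets 11 rose and 6 fell in both counts (adjusted p = 0.00508; 0.686 with an estimated correlation), a call lost without T0 replicate 3 (adjusted p = 0.134). Plk2 and Plk3, both polo-like kinase genes, rose 9.25-fold and 15.6-fold, and Trp53inp1 and Sesn1 fell with log2 fold changes of −2.20 ± 0.29 and −1.64 ± 0.22.

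Of the growth and metabolic lists, those of ribosome biogenesis, MYC and glycolysis were called higher. Ribosome biogenesis genes rose in 21 of 26 and fell in none, 22 adjusted over the list alone (adjusted p = 5.55e-13; 0.376 with an estimated correlation), among them Rrp12 (log2 2.56 ± 0.23) and the helicase gene Ddx21 (log2 2.33 ± 0.25). MYC and translation factor genes rose in 14 of 18, in both counts, and 1, Cad, fell (adjusted p = 1.31e-11; 0.235 with an estimated correlation). Eif1a, a translation initiation factor gene, rose 8.89-fold and Mthfd2, of mitochondrial folate metabolism, 10.7-fold, and Cad lost its call without T0 replicate 2 (adjusted p = 0.112), T0 replicate 1 (0.0706), T3 replicate 1 (0.0518) or T3 replicate 4 (0.0603). Of 34 cytosolic ribosomal protein genes 5 rose and none fell, in both counts (adjusted p = 0.21), namely Rpl11, Rpl27, Rps6, Rpl10a and Rpl19, the last chosen after the values were seen, and the median, at −0.0014, and the mean, at 0.19, differed in sign. Glycolysis genes rose in 7 of 17 and fell in 1, in both counts (adjusted p = 0.000399; 0.686 with an estimated correlation). Hk2 (ENSMUSG00000000628.10, chromosome 6, 82725025 to 82774454), the gene of hexokinase 2, rose from 8.74 ± 2.2 to 310 ± 53.7 CPM (log2 5.15 ± 0.28), the glucose transporter gene Slc2a1 rose 5.78-fold, and the phosphofructokinase gene Pfkm fell (log2 −1.29 ± 0.20). Oxidative phosphorylation genes fell in 9 of 28 and rose in 1, Cox5a, in both counts (adjusted p = 0.251). The list was called lower without T0 replicate 3 (adjusted p = 0.0346). Ndufv2 of respiratory complex I and Sdha of complex II fell, with log2 fold changes of −1.17 ± 0.21 and −0.95 ± 0.21.

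Of 18 TGF-beta and BMP response genes 11 rose and 3 fell, with 4 lower adjusted over the list alone (adjusted p = 1.07e-05; 0.149 with an estimated correlation). The inhibitory Smad6 fell (log2 −1.73 ± 0.21), as did Smad9 and Tgfb3, Smad9 not with upper quartile factors (adjusted p = 0.132) or the block (0.14), nor with the block and offsets (0.201). The 18 hypoxia response genes were not called as a list (6 higher, 4 lower; 7 and 4 adjusted over the list alone; adjusted p = 0.119), and it was called higher with upper quartile factors (adjusted p = 0.043). Vegfa, a growth factor of blood vessels, rose (log2 1.99 ± 0.28) and the kinase gene Pdk1 fell (log2 −1.61 ± 0.24), as did Mxi1, Ddit4 and Ankrd37. Extracellular matrix genes rose in 7 of 22 and fell in 5, in both counts (adjusted p = 0.663), with Lama2, the laminin of the basal lamina, falling from 1608 ± 139 to 662 ± 67 CPM (log2 −1.28 ± 0.21) and Fbn1, Sparc, Col3a1 and Agrn as the others that fell. mRNA decay and splicing factor genes rose in 11 of 22 and fell in 2, with 14 higher adjusted over the list alone (adjusted p = 0.00785; 0.806 with an estimated correlation). Tra2b rose (log2 1.64 ± 0.23), Tia1 and Xrn1 fell (log2 −2.17 ± 0.20 and −1.01 ± 0.21), and the list lost its call without T0 replicate 3 (adjusted p = 0.121). Chromatin regulator genes rose in 8 of 24 and fell in 1, 9 and 2 adjusted over the list alone (adjusted p = 0.029; 0.88 with an estimated correlation). The histone demethylase gene Kdm6b rose (log2 2.22 ± 0.25), as did Tet2 (log2 1.62 ± 0.23), and Ezh1 fell (log2 −1.45 ± 0.22). This list lost its call without T0 replicate 3 (adjusted p = 0.272), T3 replicate 2 (0.0507) or T3 replicate 4 (0.0518), and over genes without an overlapping gene (0.801). By fry the mRNA and chromatin lists had adjusted p of 0.1 and 0.161. Tgfb3 (adjusted p = 0.149) and Agrn (0.0576) lost their calls without T0 replicate 1. Ankrd37 (adjusted p = 0.139) lost the call without T0 replicate 2.

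Markers of other cells were also higher in T3. Myofibre markers rose in 12 of 16 and fell in 2, in both counts (adjusted p = 0.000396; 0.503 with an estimated correlation), with the fast myosin gene Myh4 at 3.89 ± 0.775 CPM in T0 and 15.8 ± 5.38 CPM in T3 (log2 2.02 ± 0.26). Actn3 and Atp2a1 fell (log2 −1.06 ± 0.21 and −0.68 ± 0.23). Endothelial markers rose in 7 of 15 and fell in none, 8 adjusted over the list alone (adjusted p = 0.00476; 0.751 with an estimated correlation), with Pecam1 going from 25.4 ± 7.68 to 65.8 ± 3.13 CPM. Over genes at least 10 times above background the myofibre and endothelial calls were lost (adjusted p = 0.0612 and 0.221), while their medians were 1.64 and 0.59, against 1.27 and 0.59 over all genes. Fibro-adipogenic progenitor and fibroblast markers rose in 5 of 15 and fell in 2, in both counts (adjusted p = 0.000771; 0.394 with an estimated correlation). Those that rose included Tnfaip6, Lox and Has1, at 13, 15.3 and 13.2 times their T0 level, and Clec3b and Smoc2, chosen after the values were seen, and those that fell were Gsn and Dpt, the latter not without T0 replicate 1 (adjusted p = 0.0785). Atp2a1 (adjusted p = 0.119) and Smoc2 (0.18) lost their calls without T0 replicate 1. Clec3b (adjusted p = 0.204) lost the call without T3 replicate 3.

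The other cell type lists were not called between T3 and T0. Monocyte and macrophage markers had 2 of 15 higher (Cd68, log2 1.69 ± 0.25, and Csf1r, log2 0.84 ± 0.20) and 1 lower (Fcer1g), in both counts (adjusted p = 0.296). Pericyte and smooth muscle markers had 1 of 12 higher, Rgs5 (log2 1.79 ± 0.24), and 4 lower, Kcnj8, Mylk, Acta2 and Abcc9 (the last chosen after the values were seen), with 3 and 4 adjusted over the list alone (adjusted p = 0.939). With upper quartile factors Fcer1g, Mylk and Acta2 lost their calls (0.0752, 0.0703 and 0.0805), and with the block for the replicate number Fcer1g, Mylk and Abcc9 (0.0889, 0.0632 and 0.0611). Schwann cell markers had a median of 0.0036 and a mean of −0.16 (adjusted p = 0.797), and among them Mbp rose and Pmp22 fell (log2 −1.55 ± 0.21). Erythroid markers had an adjusted p = 0.427, with Alas2 among those that fell, neutrophil markers 1 of 12 higher, Ngp (adjusted p = 0.393), and lymphocyte markers 1 of 13 higher, Cd8a (adjusted p = 0.847), both also adjusted over the list alone. The lymphocyte test pointed up, against a median of −0.23 and a mean of −0.099, and Cd8a, at a log2 fold change of 1.21 ± 0.36, lost its call without T3 replicate 3 (adjusted p = 0.0546). So did Ngp without T3 replicate 3 (0.074) or T0 replicate 3 (0.0804), and Mbp without T0 replicate 2 (0.113) or any of T3 replicates 1, 3 and 4 (0.0522, 0.0548 and 0.0702).

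**Figure D1:**
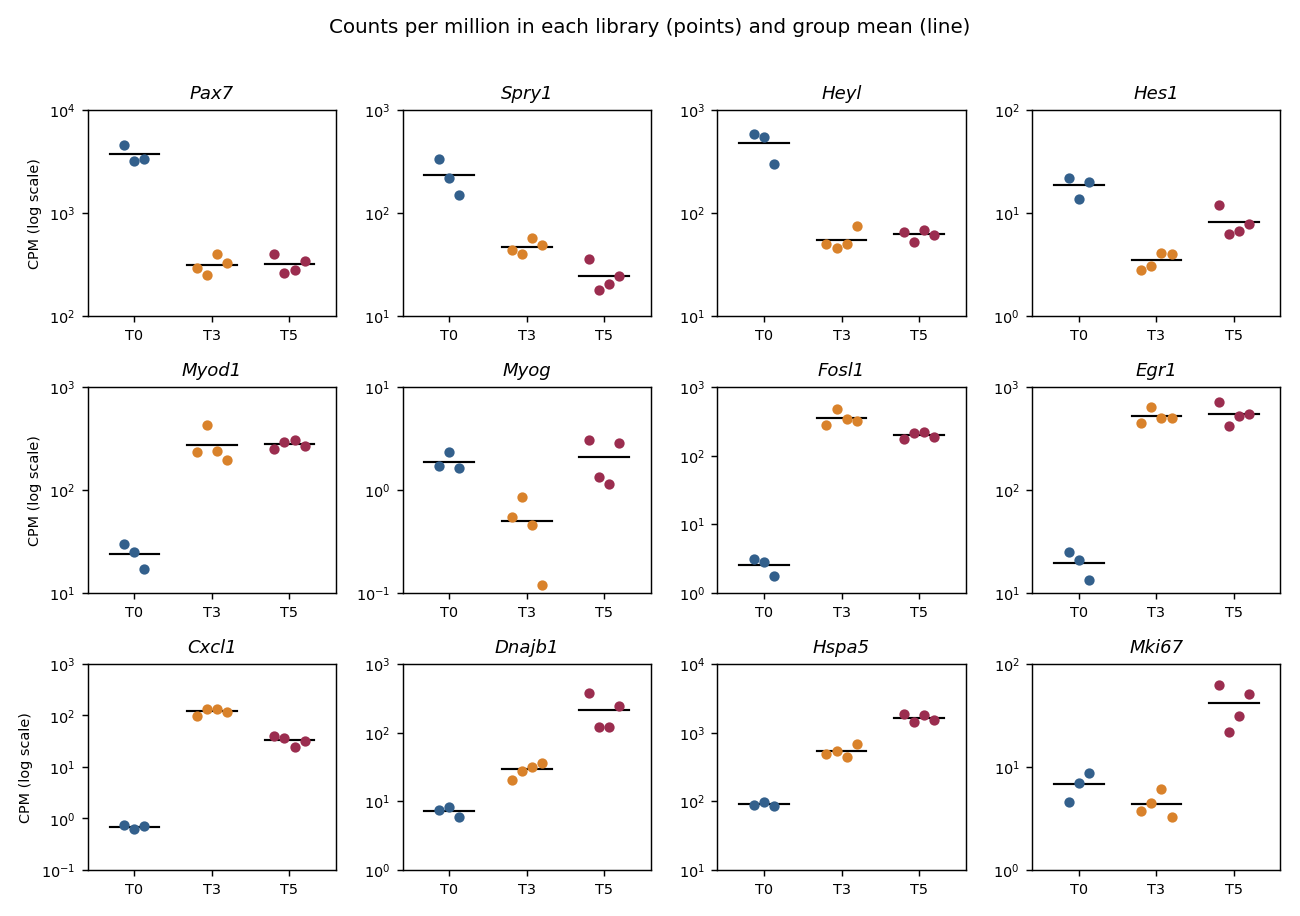
CPM (log scale) of 12 genes in each of the 11 libraries (points) with the mean of each group's libraries (line). Pax7 lies higher in each T0 library than in any T3 or T5 library, Cxcl1 is highest in T3, and Dnajb1, Hspa5 and Mki67 are highest in T5.

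The added 2 h was accompanied by a rise of chaperone and cell cycle genes, while Pax7 and Myod1 stood at similar levels in T3 and T5. Pax7 was at 315 ± 64.7 CPM in T3 (n = 4) and 316 ± 13.1 CPM in T5 (n = 2; adjusted p = 0.997) and Myod1 at 272 ± 104 and 275 ± 17.8 CPM (adjusted p = 0.987). Camk2b (ENSMUSG00000057897.14, chromosome 11, 5969644 to 6066362), a subunit of calcium/calmodulin-dependent kinase II, rose from 12.8 ± 1.4 to 160 ± 5.08 CPM (log2 3.64 ± 0.24, adjusted p = 1.97e-09). The proliferation marker Mki67 (ENSMUSG00000031004.8, chromosome 7, 135689784 to 135716361) rose from 4.39 ± 1.25 to 41.2 ± 2.2 CPM (log2 3.23 ± 0.26, adjusted p = 9.12e-08), and the co-chaperone gene Dnajb1 (ENSMUSG00000005483.10, chromosome 8, 83608193 to 83612653) rose from 29 ± 6.65 to 214 ± 56.9 CPM (log2 2.88 ± 0.24, adjusted p = 1.53e-07). The single T5 libraries lay further apart than these sums by letter, with Mki67 at 62.9, 21.7, 31 and 51 CPM in A5, A6, B5 and B6. Of 31999 genes 411 were higher and 284 lower in T5, or 40.9% lower, against 342 and 670 (66.2% lower) by DESeq2. These counts depend on single libraries. They were 165 and 59 without T5 replicate A, 143 and 41 without T5 replicate B, 796 and 643 without T0 replicate 1, 922 and 1581 without T0 replicate 3, and 271 and 186 without T3 replicate 4.

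Well expressed genes with the largest increases also included Hspa1a and Hspa1b, the inducible HSP70 genes, at 9.51-fold and 10.4-fold. These near-identical copies may share reads and are uncertain one by one. Hspb1, a small heat shock protein gene, rose 7.84-fold, Adamts2, a procollagen protease gene, 5.5-fold and Wfs1, of the endoplasmic reticulum membrane, 5.22-fold. Macrod1 rose from 71.7 ± 31.4 to 975 ± 141 CPM (log2 3.77 ± 0.31) and Flrt1, which lies within it, from 12.6 ± 7.68 to 195 ± 31.4 CPM, so that either could hold the change. Among the decreases, Rprl3, an RNase P RNA-like gene with related copies, stood at 77.6 ± 20.2 CPM in T3 and at 0.576 ± 0.594 CPM in T5 (log2 −7.11 ± 0.72, adjusted p = 2.13e-06). Dio2, which activates thyroid hormone, fell from 211 ± 108 to 38.5 ± 0.649 CPM (log2 −2.46 ± 0.38), Gbp2, a guanylate-binding protein gene, from 42.6 ± 9.21 to 8.85 ± 0.641 CPM and Lpl, which encodes lipoprotein lipase, from 129 ± 41.9 to 29.9 ± 1.74 CPM. The semaphorin gene Sema7a fell as well (log2 −2.01 ± 0.26).

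Of 20 heat shock and chaperone genes 11 rose and none fell, 15 adjusted over the list alone (adjusted p = 2.96e-42; 0.0696 with an estimated correlation). Hsph1 rose from 240 ± 84.9 to 1442 ± 217 CPM (log2 2.59 ± 0.30) and Hspa4l from 26.8 ± 5.23 to 109 ± 16.9 CPM (log2 2.02 ± 0.22). The 4 T5 libraries stood apart in this list, with Hsph1 at 2230, 946, 1030 and 1630 CPM in A5, A6, B5 and B6. Of 22 ATF4 and unfolded protein response genes 12 rose and none fell, 14 adjusted over the list alone (adjusted p = 1.81e-25), and this call held with an estimated correlation (adjusted p = 0.0486). Hsp90b1, a chaperone gene of the endoplasmic reticulum, rose from 212 ± 40.4 to 807 ± 4.64 CPM (log2 1.93 ± 0.23). Pdia4, which was lower in T3 than in T0, rose between T3 and T5 (log2 1.84 ± 0.23), as did Creld2 (log2 1.98 ± 0.21) and Chac1 (log2 2.23 ± 0.32). Cell cycle genes rose in 7 of 28 and fell in none, 8 adjusted over the list alone (adjusted p = 2.19e-08), and this call also held with an estimated correlation (adjusted p = 0.0486). The topoisomerase gene Top2a rose from 3.24 ± 0.253 to 14.6 ± 0.845 CPM (log2 2.17 ± 0.26, adjusted p = 1.56e-05). Ccnd1, the gene of cyclin D1, rose with log2 1.36 ± 0.23 (adjusted p = 0.00136; 0.0509 without T5 replicate A).

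Quiescence genes fell in 5 of 28 and rose in none, 11 adjusted over the list alone (adjusted p = 8.12e-09; 0.306 with an estimated correlation). Cav1, Vcam1, Cd34 and the chemokine receptor gene Cxcr4 fell with log2 fold changes of −1.41 ± 0.24, −1.42 ± 0.27, −1.32 ± 0.28 and −1.15 ± 0.27, and Chrdl2, chosen after the values were seen, was the other member that fell. These 4 calls were lost without T5 replicate A, at adjusted p of 0.127, 0.094, 0.159 and 0.396, and without T5 replicate B, at 0.0922, 0.155, 0.254 and 0.237, and that of Cxcr4 also without T3 replicate 2 (0.0616) or T3 replicate 3 (0.0549). Spry1 stood at 47.1 ± 7.18 CPM in T3 and 24.4 ± 3.23 CPM in T5 (adjusted p = 0.0898). It passed as lower without T0 replicate 1 (0.0167) or T0 replicate 3 (0.0119), and in 7 other settings (adjusted p = 0.00527 to 0.0474). Calcr was at 122 ± 21.8 and 95.5 ± 12.9 CPM (adjusted p = 0.581). In the Notch list 1 of 20 members rose and 1 fell, with 2 higher and 1 lower adjusted over the list alone (adjusted p = 0.939). Hes1 rose from 3.49 ± 0.684 to 8.07 ± 1.38 CPM (log2 1.21 ± 0.24, adjusted p = 0.00634; 0.274 without T5 replicate A). Notch3 fell (log2 −1.20 ± 0.31, adjusted p = 0.0383; 0.367 without T5 replicate A, 0.439 without B, and 0.0723, 0.109 and 0.0854 without T3 replicates 1, 3 and 4 in turn). Heyl was at 54.9 ± 13 and 61.4 ± 4.36 CPM (adjusted p = 0.813). The Notch median was −0.06 and its mean 0.03, of opposite sign. Chrdl2 (adjusted p = 0.462) lost the call without T5 replicate A.

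Of 20 myogenic genes 2 rose and 1 fell, 4 and 5 adjusted over the list alone (adjusted p = 0.847; median 0.03, mean −0.0023). Myf5 fell from 100 ± 9.13 to 44.1 ± 1.64 CPM (log2 −1.18 ± 0.24, adjusted p = 0.00736; 0.276 without T5 replicate A and 0.212 without B). Myog, a differentiation factor gene, rose from 0.496 ± 0.305 to 2.04 ± 0.214 CPM (log2 2.02 ± 0.38, adjusted p = 0.00373), and Six4 was the other that rose (adjusted p = 0.00884; 0.247 without T5 replicate A and 0.146 without B). NF-kB and cytokine genes fell in 3 of 23 and rose in none, with 7 lower and 1 higher adjusted over the list alone (adjusted p = 3.85e-06; 0.326 with an estimated correlation). Cxcl1 fell from 119 ± 18.5 to 32.4 ± 6.9 CPM (log2 −1.88 ± 0.25, adjusted p = 6.84e-05) and Cxcl2 from 14 ± 5.79 to 2.04 ± 0.252 CPM (log2 −2.77 ± 0.38). Tnfaip3 was the other member that fell (adjusted p = 0.00194; 0.102 without T5 replicate B). Of 30 immediate early genes only Fosb fell (log2 −1.59 ± 0.29, adjusted p = 0.00304; 0.136 without T5 replicate B), none rose, and 1 and 3 were higher and lower adjusted over the list alone. The list was called lower (adjusted p = 0.0257; 0.806 with an estimated correlation), and not without T3 replicate 2 (0.129), T3 replicate 3 (0.0992) or T5 replicate B (0.0748). Fos, Jun, Egr1, Myc and Cdkn1a did not pass the test, at adjusted p of 0.603, 0.475, 0.921, 0.387 and 0.917, although Myc passed as lower without T0 replicate 3 (0.0138) and with only the 2 groups compared (0.0101).

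Several lists were called lower although few or no members passed alone. Oxidative phosphorylation genes had a median log2 of −0.53 with none of 28 called (adjusted p = 5.05e-09; 0.607 with an estimated correlation). Ribosome biogenesis genes had a median of −0.42 with none of 26 called (adjusted p = 4.16e-07; 0.643 with an estimated correlation). Cytosolic ribosomal protein genes had a median of −0.35 with none of 34 called (adjusted p = 0.00256; 0.751 with an estimated correlation; 0.139 without T3 replicate 2). Glycolysis genes had a median of −0.29 with none of 17 called and 3 lower adjusted over the list alone (adjusted p = 0.00505; 0.751 with an estimated correlation). mRNA decay and splicing factor genes had a median of −0.30 with none of 22 called (adjusted p = 0.000325; 0.751 with an estimated correlation). In the oxidative phosphorylation, ribosome biogenesis, ribosomal protein and mRNA lists no member passed when adjusted over the list alone either. Of 24 chromatin regulator genes 1, Tet2, fell, from 605 ± 87.3 to 240 ± 2.45 CPM (log2 −1.33 ± 0.27, adjusted p = 0.00643; 0.176 without T5 replicate A and 0.204 without B), and none rose, in both counts. That list had an adjusted p = 0.000937, and an adjusted p = 0.751 with an estimated correlation. By fry these lists had adjusted p of 0.166, 0.24, 0.492, 0.382, 0.372 and 0.387, in the order given, and the quiescence, NF-kB and immediate early lists of 0.068, 0.109 and 0.585.

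The p53, hypoxia, TGF-beta, MAPK, matrix and MYC lists were not called between T5 and T3. Of 18 p53 targets 1, Phlda3, rose in both counts (adjusted p = 0.905; median −0.02, mean 0.05), and of 18 hypoxia response genes 1, Adm, rose in both counts (adjusted p = 0.264). TGF-beta and BMP response genes had 2 of 18 higher, with Tgfbi going from 6.45 ± 0.869 to 18 ± 0.0108 CPM (log2 1.48 ± 0.22) and Nog as the other, and 1 lower, Bmp4, with 4 higher and 1 lower adjusted over the list alone (adjusted p = 0.187). MAPK feedback genes had 1 of 20 higher, Dusp8, with 2 higher and 1 lower adjusted over the list alone (adjusted p = 0.659), and matrix genes 1 of 22 higher, Bgn, in both counts (adjusted p = 0.939; median −0.23, mean 0.02, test down). MYC and translation factor genes had 2 of 18 higher, Mthfd2 and Mycn, with 2 higher and 3 lower adjusted over the list alone (adjusted p = 0.0548). The list was called lower without T0 replicate 3 (0.0346), T3 replicate 1 (0.0344), T3 replicate 3 (0.0207) or T5 replicate B (0.0312). Without T5 replicates A and B in turn the adjusted p was 0.264 and 0.35 for Phlda3, 0.193 and 0.124 for Adm, 0.0598 and 0.0108 for Dusp8, 0.131 and 0.304 for Bgn, 0.484 and 0.509 for Bmp4, and 0.355 and 0.482 for Mthfd2. Phlda3 also lost its call without any of T3 replicates 1, 2 and 4 or T0 replicate 2 (up to 0.105, without T3 replicate 1). Bmp4 and Mthfd2 did so without any T3 replicate (up to 0.122, without T3 replicate 3, and up to 0.0915, without T3 replicate 2), as did Bgn (0.058) and Adm (0.0509) without T3 replicate 4. Nog (adjusted p = 0.316) lost the call without T5 replicate A. Mycn (adjusted p = 0.48) lost the call without T5 replicate B.

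Myofibre and endothelial markers were lower in T5 than in T3, and camera also called the Schwann cell list lower and the erythroid list higher. Myofibre markers fell in 6 of 16 and rose in none, 9 lower and 1 higher adjusted over the list alone (adjusted p = 9.4e-09; 0.201 with an estimated correlation), with Myh4 going from 15.8 ± 5.38 to 3.95 ± 0.28 CPM (log2 −2.00 ± 0.29). Endothelial markers fell in 6 of 15 and rose in none, in both counts (adjusted p = 8.61e-11; 0.306 with an estimated correlation). The VEGF receptor gene Flt1 went from 93.8 ± 9.03 to 39.2 ± 1.89 CPM (log2 −1.26 ± 0.26, adjusted p = 0.00723; 0.229 without T5 replicate A and 0.167 without B). The Schwann cell call (adjusted p = 0.0489; 0.306 with an estimated correlation) had few called members behind it. It was lost without T0 replicate 1 (0.0531), T0 replicate 3 (0.109), T3 replicate 2 (0.0799), T3 replicate 3 (0.0805) or T5 replicate A (0.108). Erythroid markers had 1 of 8 higher, Hba-a2, 2 adjusted over the list alone, and none lower (adjusted p = 0.00321; 0.201 with an estimated correlation), and Hba-a2, an alpha globin gene, reached only 0.721 ± 0.279 CPM. The T5 libraries stood apart in the erythroid list, at a median log2 of 0.57, −0.30, −0.29 and 0.11 from their mean in A5, A6, B5 and B6. Hba-a2 lost its call without T5 replicate A (0.684), B (0.0731) or any of T3 replicates 1, 3 and 4 (up to 0.0607, without T3 replicate 1). By fry the endothelial, Schwann and erythroid lists had adjusted p of 0.0519, 0.0631 and 0.0519.

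Fibro-adipogenic progenitor markers had 1 of 15 lower, Dpt, and none higher, with 3 lower and 1 higher adjusted over the list alone (adjusted p = 0.21). Dpt lost its call without T5 replicate A (adjusted p = 0.354), T5 replicate B (0.536) or any of T3 replicates 1, 2 and 4 (up to 0.109, without T3 replicate 4). No monocyte, pericyte, neutrophil or lymphocyte marker passed over all genes, and the adjusted p of these lists was 0.939, 0.528, 0.961 and 0.387. Adjusted over the list alone 1 of 15 monocyte markers, Aif1, was higher and 1 of 12 pericyte markers, Rgs5, lower, and both passed over all genes without T0 replicate 1 (adjusted p = 0.0148 and 0.031) or T0 replicate 3 (0.0178 and 0.0113), Aif1 also in 4 other settings (0.00905 to 0.0486) and Rgs5 in 5 (0.00572 to 0.0455). The monocyte median was 0.005 and its mean −0.03, and the pericyte median 0.02 and its mean −0.11.

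**Figure D2:**
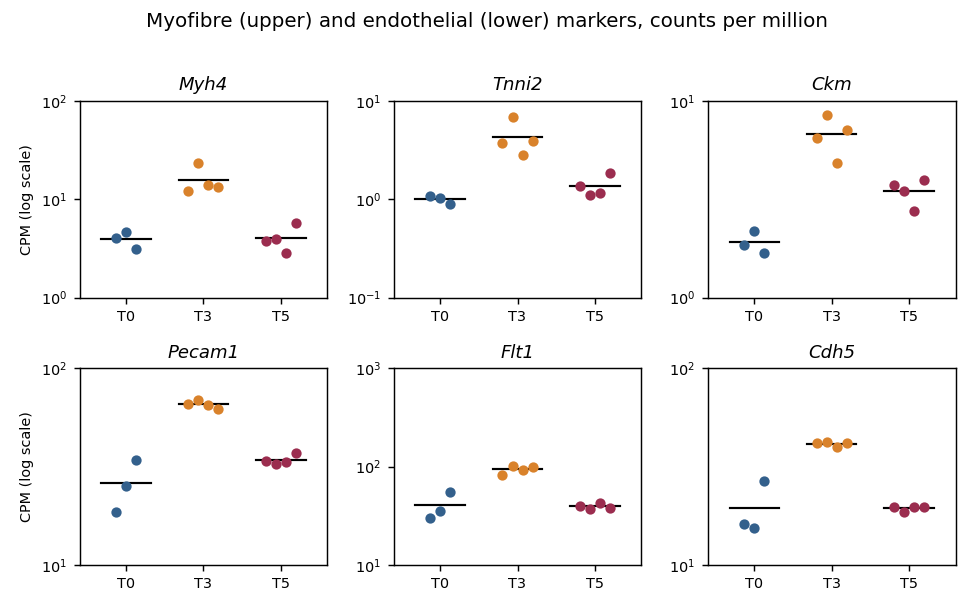
CPM (log scale) of 3 myofibre markers (Myh4, Tnni2, Ckm) and 3 endothelial markers (Pecam1, Flt1, Cdh5) in each of the 11 libraries (points) with the mean of each group's libraries (line). The T3 libraries lie above the T0 libraries for all 6 genes, and the T5 libraries lie closer to T0.

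Over both steps together the cells had lost most of their Pax7 transcripts and gained chaperone and early response transcripts. Pax7 fell from 3613 ± 719 CPM in T0 (n = 3) to 316 ± 13.1 CPM in T5 (n = 2; log2 −3.52 ± 0.32, adjusted p = 3.22e-08). Hspa1b and Hspa1a (ENSMUSG00000091971.3, chromosome 17, 34969190 to 34972156) rose 435-fold and 388-fold, Hmox1 rose 120-fold and Chac1, a glutathione-degrading enzyme gene, 66.4-fold. Hspa5 rose from 88.7 ± 7.56 to 1647 ± 28.7 CPM (log2 4.21 ± 0.27, adjusted p = 1.82e-10). Of 31999 genes 4229 were higher and 7184 lower in T5 than in T0 (62.9% lower), against 7144 and 5626 (44.1% lower) with upper quartile factors, under which the median log2 fold change of all genes moved from 0.18 to 0.51. The number of higher genes was 2667 without T5 replicate A, 2531 without T5 replicate B and 8280 without T0 replicate 3.

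The largest increases among well expressed genes further included Fosl1 (79.6-fold), Tnfrsf12a (53-fold), Emp1 (49-fold), Cxcl1 (48.7-fold) and Plaur (45.8-fold). Among the largest decreases were Rprl3 (log2 −7.60 ± 0.74) and Mlycd, which encodes malonyl-CoA decarboxylase and went from 75.5 ± 33.3 to 3.78 ± 0.651 CPM (log2 −4.32 ± 0.74). Slc7a8, an amino acid transporter gene, fell from 409 ± 241 to 27.4 ± 2.8 CPM, Dtx4, a Notch-related ubiquitin ligase gene, from 847 ± 186 to 59.5 ± 4.87 CPM, Chodl, which encodes chondrolectin, from 846 ± 302 to 60.5 ± 5.61 CPM, Lpl from 347 ± 157 to 29.9 ± 1.74 CPM and Zbtb16 from 1258 ± 827 to 113 ± 1.72 CPM. Their log2 fold changes were −3.90 ± 0.50, −3.83 ± 0.32, −3.80 ± 0.35, −3.54 ± 0.38 and −3.48 ± 0.54.

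Quiescence genes fell in 18 of 28 and rose in 5, in both counts (adjusted p = 0.000158; 0.607 with an estimated correlation). Spry1 fell from 230 ± 91.9 to 24.4 ± 3.23 CPM (log2 −3.23 ± 0.33), Calcr from 401 ± 93.3 to 95.5 ± 12.9 CPM (log2 −2.07 ± 0.28) and Cd34 from 123 ± 45.5 to 16.5 ± 0.881 CPM (log2 −2.90 ± 0.32). The 5 that rose were Fgl2, Sdc4, Lgr5, Vgll2 and Cdkn1c. The Notch list had 8 of 20 lower and 4 higher, in both counts (adjusted p = 0.0548), the higher ones being Dll4, Maml1, Nrarp and Lfng, and was called lower without T0 replicate 2 (0.0201) or T5 replicate A (0.0369). Heyl fell (log2 −2.92 ± 0.33) and Notch3 fell (log2 −2.99 ± 0.35), and Hes1 fell with log2 −1.16 ± 0.27 (adjusted p = 0.00157; 0.0638 without T5 replicate B). Of 20 myogenic genes 7 rose and 6 fell, in both counts (adjusted p = 0.476), with Myod1 higher (log2 3.56 ± 0.31) and Myf5 lower (log2 −1.31 ± 0.25). Myog was at 1.84 ± 0.371 CPM in T0 and 2.04 ± 0.214 CPM in T5 (adjusted p = 0.785). Cell cycle genes rose in 11 of 28, in both counts, and 1, Ccnd3, fell (adjusted p = 0.000937; 0.137 with an estimated correlation), with Ccnf (log2 2.68 ± 0.24) and Mki67 (log2 2.64 ± 0.29) among those that rose. Vgll2 (adjusted p = 0.21) lost the call without T0 replicate 2. Lgr5 (adjusted p = 0.122), Cdkn1c (0.216) and Nrarp (0.107) lost their calls without T5 replicate A. Maml1 (adjusted p = 0.106) and Lfng (0.118) lost their calls without T5 replicate B.

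Heat shock and chaperone genes rose in 19 of 20, all 20 adjusted over the list alone, and fell in none (adjusted p = 9.75e-28; 0.103 with an estimated correlation). ATF4 and unfolded protein response genes rose in 20 of 22, in both counts, and 1, Slc7a11, fell (adjusted p = 2.78e-25), a call that held with an estimated correlation (adjusted p = 0.0486). Immediate early genes rose in 26 of 30 and fell in none, with 1 lower adjusted over the list alone (adjusted p = 2.96e-42; 0.103 with an estimated correlation), and Fos, Egr1, Myc and Jun rose 28.8-fold, 28.4-fold, 6.8-fold and 3.36-fold. NF-kB and cytokine genes rose in 20 of 23 and fell in none, in both counts (adjusted p = 1.1e-15; 0.137 with an estimated correlation). MAPK feedback genes rose in 17 of 20 and fell in 2, Spred2 and Etv5, in both counts (adjusted p = 4.01e-14; 0.137 with an estimated correlation). TGF-beta and BMP response genes rose in 12 of 18 and fell in 3, Smad6, Bmp4 and Tgfb3, 4 lower adjusted over the list alone (adjusted p = 4.1e-07; 0.137 with an estimated correlation). p53 targets rose in 11 of 18, Cdkn1a among them (11.3-fold), and fell in 5, Ccng1, Trp53inp1, Polk, Sesn1 and Ei24, in both counts (adjusted p = 0.00223; 0.647 with an estimated correlation; 0.0934 without T0 replicate 3). Tgfb3 (adjusted p = 0.191) lost the call without T5 replicate A.

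Among metabolic and growth lists, oxidative phosphorylation genes fell in 18 of 28 and rose in none, 20 adjusted over the list alone (adjusted p = 0.000226; 0.751 with an estimated correlation), with Sdha of respiratory complex II at log2 −1.65 ± 0.27. Glycolysis genes rose in 7 of 17 and fell in 2, Pfkm and Pkm, 3 lower adjusted over the list alone (adjusted p = 0.0257; 0.806 with an estimated correlation). Hypoxia response genes rose in 7 of 18 and fell in 3, Pdk1, Egln1 and Mxi1, 4 lower adjusted over the list alone (adjusted p = 0.0416; 0.751 with an estimated correlation). Both calls were lost without T0 replicate 3 (adjusted p = 0.134 and 0.304). By fry the oxidative phosphorylation, glycolysis and hypoxia lists had adjusted p of 0.0623, 0.0929 and 0.068. Hk2 rose 24.6-fold. Ribosome biogenesis genes rose in 15 of 26, 17 adjusted over the list alone, and fell in none (adjusted p = 1.49e-06; 0.647 with an estimated correlation). MYC and translation factor genes rose in 12 of 18, 14 adjusted over the list alone, and fell in 1, Cad (adjusted p = 8.12e-09; 0.316 with an estimated correlation). Cytosolic ribosomal protein genes rose in 3 of 34, Rpl11, Rps6 and Rpl27 (adjusted p = 0.957). mRNA decay and splicing factor genes rose in 5 of 22, Tra2b and Cnot6 among them, and fell in 2, Tia1 and Xrn1 (adjusted p = 0.389). Chromatin regulator genes rose in 4 of 24, Kdm6b, Sirt1, Kdm5b and Hdac5, and fell in 2, Ezh1 and Kdm2b (adjusted p = 0.578), and all these counts held adjusted over the list alone. The other mRNA genes that rose were Upf1, Elavl1 and Srsf7, which like Hdac5 were chosen after the values were seen. Matrix genes rose in 6 of 22, 7 adjusted over the list alone, and fell in 6 (adjusted p = 0.749). Pkm (adjusted p = 0.3), Cnot6 (0.055), Kdm2b (0.243) and Elavl1 (0.0844) lost their calls without T5 replicate A. Egln1 (adjusted p = 0.0549), Xrn1 (0.0532), Hdac5 (0.061), Upf1 (0.0709) and Srsf7 (0.155) lost their calls without T5 replicate B.

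Fibro-adipogenic progenitor markers rose in 4 of 15, Tnfaip6 most (20.2-fold) with Has1, Lox and Col14a1 as the others, and fell in 2, Dpt and Gsn, with 5 higher and 3 lower adjusted over the list alone (adjusted p = 0.00537; 0.551 with an estimated correlation). The other cell type lists were not called by camera, while fry called the Schwann cell list lower (adjusted p = 0.0139). Myofibre markers had 4 of 16 higher, Mb, Tnnt3, Ttn and Ckm, and 2 lower, Actn3 and Atp2a1 (adjusted p = 0.389) and endothelial markers none of 15 higher and 1 lower, Ptprb, or none adjusted over the list alone (adjusted p = 0.939). Monocyte markers had 3 of 15 higher, Cd68, Aif1 and Csf1r, or 2 adjusted over the list alone (adjusted p = 0.33). Pericyte markers had 2 of 12 higher, Ndufa4l2 and Rgs5, and 3 lower, Kcnj8, Abcc9 and Acta2, or 4 lower adjusted over the list alone (adjusted p = 0.759). Schwann cell markers, Pmp22 of which fell, had an adjusted p = 0.274, and erythroid markers, with Hba-a2 higher and Alas2 among those lower, an adjusted p = 0.786. Neutrophil markers had 1 of 12 higher, Ngp (adjusted p = 0.447), and lymphocyte markers none of 13 (adjusted p = 0.61). The myofibre, neutrophil and lymphocyte counts were the same adjusted over the list alone, and Col14a1, Ttn, Ckm and Acta2 were chosen after the values were seen. Ngp (adjusted p = 0.0728) lost the call without T0 replicate 3. Col14a1 (adjusted p = 0.197), Ckm (0.105), Atp2a1 (0.101), Ptprb (0.266), Rgs5 (0.101), Abcc9 (0.0747) and Hba-a2 (0.0517) lost their calls without T5 replicate A. Ttn (adjusted p = 0.122), Csf1r (0.326), Ndufa4l2 (0.116) and Acta2 (0.19) lost their calls without T5 replicate B.

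**Figure D3:**
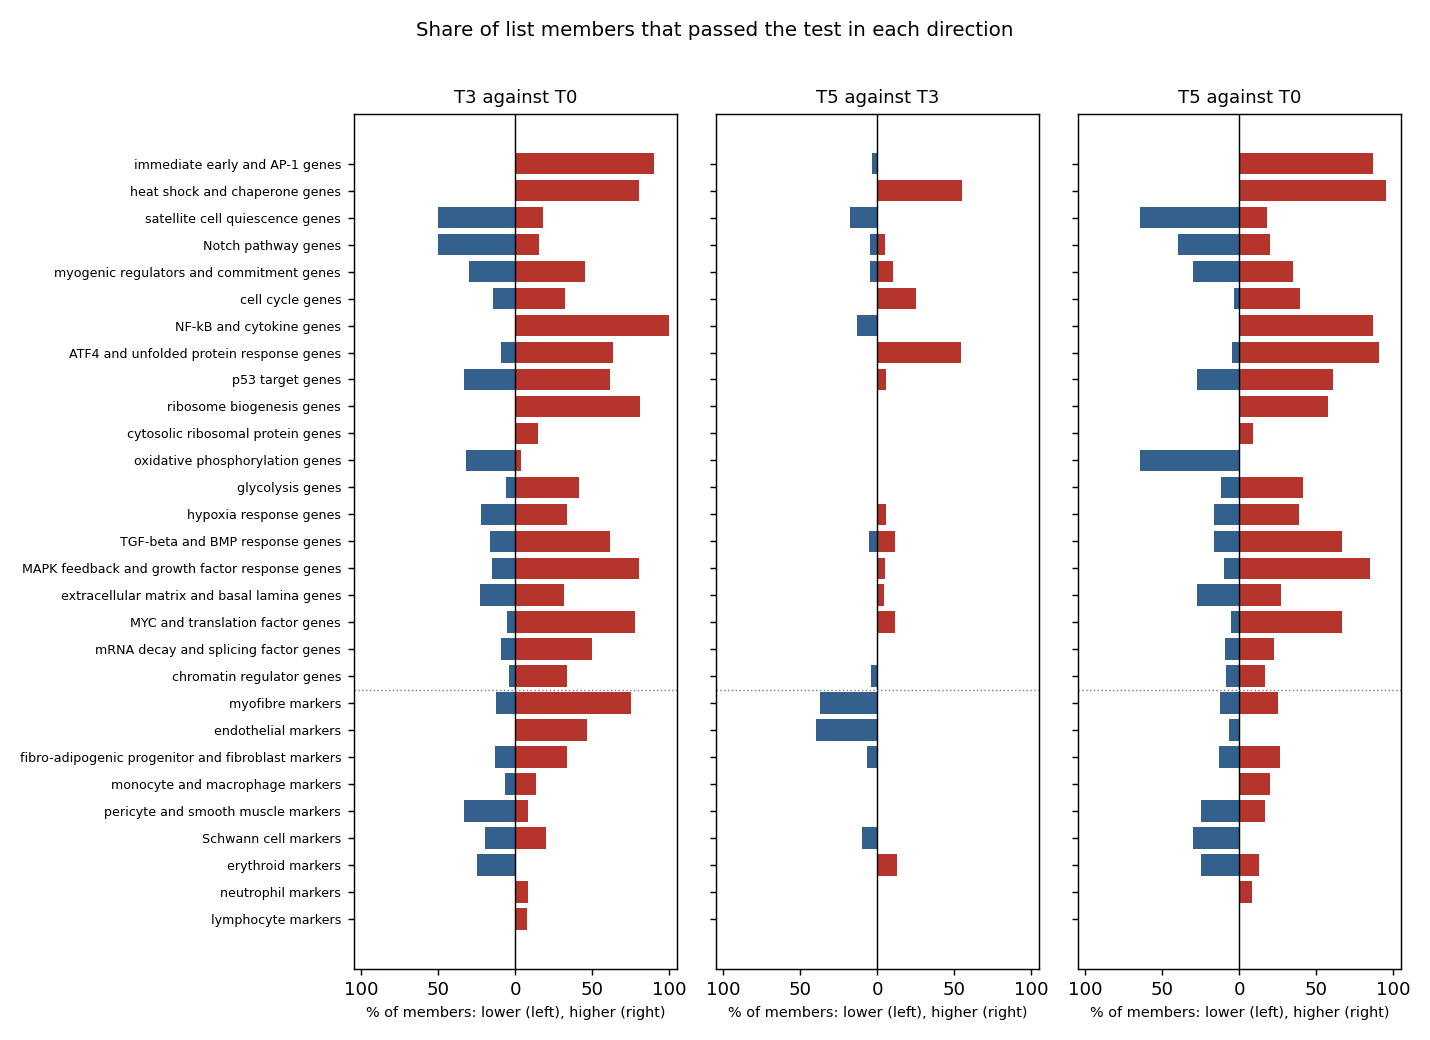
Percentage of the tested members of each of the 29 gene lists that were called lower (left, blue) or higher (right, red) in the 3 comparisons; the dotted line separates gene lists (above) from markers of other cells (below). Immediate early and NF-kB genes show the largest shares in T3 against T0, and chaperone and unfolded protein response genes the largest in T5 against T3.

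Genes called in both comparisons with T0 mostly moved the same way. Of the 12139 genes called between T3 and T0, 9407 (77.5%) were called in the same direction between T5 and T0, 3227 higher and 6180 lower, against 635.3 and 1646 for independent lists. Simulated unchanged groups against the same T0 libraries shared 0.1 genes on average and at most 2 over 20 simulations. Over 14144 genes, which are not independent replicates, the fold changes of the 2 comparisons had a correlation of 0.921 (0.478 simulated) and a covariance of 1.23 (0.0331 simulated). T0, with 3 libraries, was not split, so part of the excess may come from the shared T0 libraries.

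Genes that changed between T5 and T3 more often went against their change between T3 and T0 than with it. In total 256 genes went the opposite way, against 136.8 for independent lists and 0.2 (at most 2) simulated, and 128 went the same way, against 126.8 for independent lists. Of the 256 opposite genes, 135 were higher in T3 than in T0 and lower in T5 than in T3, where independent lists give 42.66. Among them were Cxcl1, Cxcl2, Fosb, Cav1, Tet2 and Myh4. The other 121 were lower in T3 than in T0 and higher in T5 than in T3, where independent lists give 94.17. Hes1, Myog, Ccnd1 and Pdia4 were among those. These counts depend on single libraries: the opposite and same counts were 53 and 36 without T5 replicate B, 61 and 40 without T5 replicate A, 603 and 220 without T0 replicate 1, and 903 and 806 without T0 replicate 3. They were 167 and 76 without T3 replicate 4, the same count was 78 without T3 replicate 1, and the opposite count was 170 without T3 replicate 2. With T3 split in 6 ways between the comparisons, the opposite and same counts were 91 to 146 and 59 to 93. Over 14144 genes covariance was −0.0559 (−0.025 simulated, −0.0656 to −0.0221 with T3 split) and correlation −0.106, weaker than the −0.38 simulated.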

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

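The comparison of each library with the others of its group was fixed beforehand, while Clec3b, Igtp and Sgk1 were chosen after their values were seen. In 398 such comparisons, on 195 named genes and 4 library measures in the 4 T3 and the 4 T5 libraries, 22 libraries stood far from the other 3, and chance alone would do so in about 1 in 20 groups.

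In T3, replicate 2 stood highest for Emp1 at 926 CPM against 623 to 657 in the others, and for Cav1 at 558 CPM against 499 to 509. It was also highest for Myf6 at 0.884 CPM against 0.738 to 0.754, and for Mcm2 at 2.62 CPM against 1.81 to 1.88. It stood lowest for Mlycd at 3.87 CPM against 55.6 to 91.3. Replicate 3 stood highest for Smad6 at 19.9 CPM against 14.3 to 14.5, for Clec3b at 2.2 CPM against 0.809 to 0.976, and for Igtp at 23.1 CPM against 7.82 to 8.85. It stood lowest for the kinase gene Sgk1, at 250.0 CPM against 322 to 337. Replicate 4 stood highest for Heyl at 74.1 CPM against 46 to 49.8, and lowest for Smad9, at 2.93 CPM against 4.29 to 4.55.

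In T5, library B6 had 18.8% of its counts on ribosomal RNA loci against 10.8 to 12% in the others, and 69.1% on protein-coding genes against 76.1 to 77.5%. Library A5 stood highest for Alas2 at 12.3 CPM against 8.93 to 9.43, and for Sgk1 at 195 CPM against 149 to 156. Library A6 stood lowest for the cell cycle inhibitor Cdkn1a, at 65.8 CPM against 82.2 to 85.7, and for Adamts2 at 91.2 CPM against 106 to 109. It was lowest as well for Cxcr4, at 20.7 CPM against 26 to 26.6, and for Cdh5 at 18.6 CPM against 19.6 to 19.8. Library B5 stood highest for Pdia4, at 99.9 CPM against 68.3 to 72.1, for Creld2, of the endoplasmic reticulum, at 29.9 CPM against 22.6 to 23.5, and for the pyruvate kinase gene Pkm, at 92.4 CPM against 80.4 to 81.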

How the results depend on the processing

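No called test of a gene or list turned to the opposite direction in any setting. The glycolysis median in T5 against T0, at 0.12, was −0.09 without T0 replicate 3 and −0.05 over genes without an overlapping gene, where that list was not called. The share of lower genes among the calls passed 50% with upper quartile factors in T3 against T0 (60.4 to 44.7%), T5 against T0 (62.9 to 44.1%) and T5 against T3 (40.9 to 50.6%). In the last it did so also with DESeq2 (66.2%), only the 2 groups compared (55%), T5 as 4 replicates (56.5%) and without T0 replicate 3 (63.2%). Over all settings, gene values kept their side of the threshold in 7292 cases, lost the call in 383 and made it in 24, and lists did so in 2265, 115 and 27. Counts stayed within 1.5 times in 179 cases and moved further in 64. All settings but those given above as added later were chosen before the data were examined.

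Counts of genes that moved by over 1.5 times are given by setting, higher before lower, and the cause was not tested unless stated. Same and opposite mean genes that moved so in T3 against T0 and in T5 against T3. With DESeq2 size factors 268 genes were higher in T5 than in T3 and the same count was 84. Upper quartile factors gave 456 genes lower in T5 than in T3, 7144 higher in T5 than in T0 and a same count of 202, and DESeq2 gave 670 lower in T5 than in T3 with same and opposite counts of 208 and 390. Without a filter on low counts T5 against T3 gave 695 and 518 genes, with same and opposite counts of 217 and 424. With only the 2 groups compared it gave 1348 and 1645 (563 and 951), and with T5 as 4 replicates 923 and 1199 (496 and 727). Fewer genes tested without an overlapping gene gave 1673 and 2956 in T3 against T0, 158 and 96 in T5 against T3, 1426 and 2952 in T5 against T0, 3607 changed the same way in both against T0, and same and opposite counts of 40 and 87. Genes at least 10 times above background gave 927 and 630 in T5 against T3 (488 and 673). By construction a 2-fold minimum left 3030 higher in T3 than in T0, and an adjusted p under 0.01 left 210 and 127 in T5 against T3 and 2776 higher in T5 than in T0. With T3 split into 2 pairs of libraries, the median same and opposite counts were 73 and 115.

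With 1 replicate left out, the highest values all came without T0 replicate 3, and T5 with 1 replicate left was assumed to vary like the other groups. T3 against T0 gave 4132 to 7080 higher and 6406 to 8875 lower genes (lowest without T0 replicate 2). T5 against T3 gave 143 to 922 and 41 to 1581 (lowest without T5 replicate B), and T5 against T0 2531 to 8280 (lowest without T5 replicate B) and 4844 to 9276 (lowest without T5 replicate A). Lowest without T5 replicate B were also the counts changed the same way in T3 and T5 against T0, 6760 to 13623, and the same and opposite counts, 36 to 806 and 53 to 903.

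Further lists made or lost calls (adjusted p given, and in the last 2 settings the median over all genes and there). Library totals alone: quiescence (0.0482) made in T3 against T0, immediate early (0.0513) and Schwann (0.0782) lost and MYC (0.0435) made in T5 against T3. DESeq2 size factors in edgeR: hypoxia (0.0549) lost in T5 against T0. Upper quartile factors: MYC (0.0288) made and Schwann (0.0928) lost in T5 against T3. Limma voom: MYC (0.0335) made in T5 against T3, glycolysis (0.107) and hypoxia (0.0967) lost in T5 against T0. No filter on low counts: quiescence (0.0289) made in T3 against T0, MYC (0.014) made in T5 against T3, Notch (0.011) made in T5 against T0. Stricter filter on low counts: Notch (0.116) lost in T3 against T0, immediate early (0.152), Schwann (0.16) and erythroid (0.0555) lost in T5 against T3. Only the 2 groups compared: MYC (0.0457) made and Schwann (0.115) lost in T5 against T3. T5 as 4 replicates: MYC (0.0482) made in T5 against T3, Notch (0.0487) made and hypoxia (0.0512) lost in T5 against T0. Protein-coding genes only: Notch (0.0549) lost in T3 against T0, immediate early (0.0701) and Schwann (0.106) lost in T5 against T3. GC content and exonic length offsets: Notch (0.0614) lost in T3 against T0, Schwann (0.0639) lost in T5 against T3. T5 libraries added up by number: MYC (0.0413) made in T5 against T3, Notch (0.0485) made in T5 against T0. GC content and gene span offsets: immediate early (0.0526) lost in T5 against T3. Genes without an overlapping gene: MYC (0.0164) made and chromatin (0.272) lost in T5 against T3, Notch (0.00544) and Schwann (0.0367) made and glycolysis (0.507) and hypoxia (0.695) lost in T5 against T0. Genes at least 10 times above background: Notch (0.153, −0.54 to −0.63) lost in T3 against T0, immediate early (0.78, −0.26 to −0.08), ribosomal protein (0.184, −0.35 to −0.17), glycolysis (0.304, −0.29 to −0.12), mRNA (0.0865, −0.30 to −0.12), chromatin (0.13, −0.18 to −0.01) and Schwann (0.193, −0.16 to −0.77) lost and hypoxia (0.0232, 0.15 to 0.36) made in T5 against T3, fibro-adipogenic (0.0866, 0.62 to 0.65) lost in T5 against T0. Background subtracted: immediate early (0.1, −0.26 to −0.20) lost in T5 against T3.

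Named genes lost calls too, each given at its highest adjusted p with no replicate left out. In T3 against T0: Clec3b (0.159) and Smoc2 (0.169) with library totals alone, Tgfb3 (0.108) and Mbp (0.161) with the block, Vcam1 (0.076) with DESeq2 size factors in edgeR, Atp2a1 (0.144), Dpt (0.0651), Ankrd37 (0.166) and Dusp8 (0.0502) with upper quartile factors, Cdk1 (0.17), Cad (0.18) and Agrn (0.0788) with GC content and exonic length offsets and the block, Ngp (0.0516) with DESeq2. In T5 against T3: Notch3 (0.113), Bmp4 (0.116) and Ckm (0.0773) with library totals alone, Phlda3 (0.0879), Mycn (0.085), Bgn (0.0611), Mthfd2 (0.121) and Dpt (0.0632) with DESeq2 size factors in edgeR, Hba-a2 (0.146) with the background subtracted, Cdh5 (0.0953), Flt1 (0.0681) and Igtp (0.0587) with only genes at least 10 times above background, Iigp1 (0.0899) and Adm (0.0586) with upper quartile factors, Chrdl2 (0.105) with only genes without an overlapping gene. In T5 against T0: Lgr5 (0.0741), Lfng (0.139) and Rgs5 (0.0654) with only the 2 groups compared, Col14a1 (0.0817), Cdkn1c (0.111), Maml1 (0.0708), Elavl1 (0.0595), Ttn (0.0503) and Csf1r (0.0729) with DESeq2 size factors in edgeR, Ptprb (0.306), Acta2 (0.198), Pkm (0.163), Kdm2b (0.099) and Atp2a1 (0.0507) with upper quartile factors, Vgll2 (0.179) and Srsf7 (0.203) with only genes without an overlapping gene, Ngp (0.108) with DESeq2.

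Without T5, the replicate block gave 4170 higher and 6053 lower genes in T3 against T0, against 4605 and 6841 with no block. Deviations of same-numbered libraries correlated at −0.153, 0.467 and 0.368. Not each library correlated best with its own number, so the numbers only label them. No paired analysis was possible for either contrast with T5, whose letters and numbers (5 and 6) T0 and T3 do not share. Simulations with few changed genes missed most 2-fold changes of T5.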

Other observations

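Each test here was chosen after the result was seen, except the splits of the T0 and T3 libraries and the background and depth tests of the abundance trend.

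NRF2 target genes, which answer oxidative stress, rose in 11 of 15 between T0 and T3 and 1, Cat, fell (median log2 1.54, camera adjusted p = 3.44e-12 over the 6 added lists and 3 contrasts; 0.193 with an estimated correlation), among them Srxn1 (log2 4.39 ± 0.29) and Txnrd1 (log2 3.51 ± 0.24). Cholesterol biosynthesis genes fell in 12 of 18 and rose in none (median log2 −0.96, adjusted p = 3.32e-05; 0.706 with an estimated correlation), with Nsdhl at −2.22 ± 0.23 and Mvd at −1.96 ± 0.23. Interferon-inducible genes rose in 14 of 26, while Usp18 and Gbp7 fell (adjusted p = 0.00385; 0.973 with an estimated correlation), and Iigp1, a GTPase gene, reached log2 3.17 ± 0.39. Circadian clock genes (4 of 16 higher, 6 lower, adjusted p = 0.395) and autophagy genes (6 of 18 higher, 4 lower, adjusted p = 0.475) were not called. The same lists gave 12 higher and 2 lower NRF2 targets between T0 and T5 (adjusted p = 1.04e-11; 0.193 with an estimated correlation) and 14 lower cholesterol genes (adjusted p = 6.44e-08; 0.533 with an estimated correlation), while the interferon (0.0793), glucocorticoid (0.918), circadian (0.219) and autophagy (0.685) lists were not called.

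Between T3 and T5 interferon-inducible genes fell in 11 of 26 and rose in none (median log2 −1.24), among them Gbp2 (log2 −2.27 ± 0.26), Iigp1 (log2 −2.24 ± 0.44) and Igtp (log2 −2.06 ± 0.39). The camera adjusted p was 4.86e-29, and the adjusted p = 0.193 with an estimated correlation, so the hypothesis that these genes are lower after the incubation rests on the preset correlation. Iigp1 and Igtp lost their calls without T5 replicate B (adjusted p = 0.0712 and 0.0712). Of the cholesterol list only Stard4 was called, as lower (list adjusted p = 0.000341; 0.797 with an estimated correlation). The NRF2 (0.685), circadian (0.229), glucocorticoid (0.473) and autophagy (0.582) lists were not called.

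Among hypotheses tested, glucocorticoid targets were asked to fall once the cells left the animal. Of 15 such genes 6 fell between T0 and T3, Zbtb16 (log2 −3.77 ± 0.41), Pik3r1 (−2.83 ± 0.27) and Tsc22d3 (−2.82 ± 0.41) the most, and 4 rose, Mt2 (4.02 ± 0.39) and Sgk1 (2.53 ± 0.29) the most, and camera gave an adjusted p of 0.798, so the question stays open. A partial return of the isolation changes during the incubation was asked to give a covariance below 0 in each split of T3. The highest of 6 was −0.0221 (correlation −0.0422). This hypothesis was found and tested on the same data. Handling order and the 2 T5 replicates may add to the covariance.

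Of the 35 splits of the 7 T0 and T3 libraries, only the real one gave as many higher (4807, next 2619) or lower genes (7332, next 423). At 1 in 35, the lowest possible, this argues against chance among these libraries, which may be technical repeats. The next split took T3 replicates 1, 2 and 4 as T0, nearly in reverse. T5, with 2 replicates, was not tested in this way.

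More genes were lower than higher in T3 against T0, at 60.4% of the calls. Library scaling may account for this, since upper quartile factors brought the share to 44.7%. Biases of GC content or gene length are argued against as the whole cause, since the share was 57% with GC content and exonic length offsets. Background reads stay open, since the share was 59.1% with the background subtracted and 51.6% over genes at least 10 times above it. Which scaling is right cannot be settled without spiked RNA, and a biological fall in many transcripts stays open.

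More abundant genes were lower and less abundant genes higher in T5 than in T3, with a median log2 fold change of 0.18 in genes under a mean log2 CPM of 0 and −0.23 in genes at 6 or more. Spearman's rho across genes, which are not independent replicates, was −0.292. More background reads in T5 and deeper sequencing of T5 are argued against as causes, since rho was −0.267 with the background subtracted and −0.285 with T5 thinned to the mean depth of T3. A biological change of the incubation stays open and was not tested.

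The 4 T5 libraries differed in their heat shock genes, with Hspa1a at 825, 334, 325 and 627 CPM in A5, A6, B5 and B6. The heat shock median, relative to well expressed genes, was 0.54, −0.34, −0.32 and 0.19 on the log2 scale, a range of 0.877 where 10000 random lists reached at most 0.3196. Among the fixed lists the range around the mean of the libraries was 1.08 for heat shock, 0.873 for erythroid (8 genes) and at most 0.571 for the others. A shared source of libraries with the same letter is argued against as the main cause, since same-letter libraries did not deviate together. The correlations of deviations were −0.758 (A5 and A6) and −0.586 (B5 and B6), below the −0.333 that 4 unrelated libraries give, while those across letters ran from −0.616 (A5 and B5) to 0.412 (A6 and B5). The background ran in inverse order to the heat shock median (Spearman's rho −1, exact p = 0.0833, the lowest possible). Its 0.0224, 0.0368, 0.0297 and 0.024 CPM per kb argue against it as a cause, as heat shock genes had at least 8.77 CPM. The libraries of a letter may also not have been handled alike, and no biological explanation was tested.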
